# New method for selection of hydrogen peroxide adapted bifidobacteria cells using continuous culture and immobilized cell technology

**DOI:** 10.1186/1475-2859-9-60

**Published:** 2010-07-27

**Authors:** Valeria Mozzetti, Franck Grattepanche, Déborah Moine, Bernard Berger, Enea Rezzonico, Leo Meile, Fabrizio Arigoni, Christophe Lacroix

## Abstract

**Background:**

Oxidative stress can severely compromise viability of bifidobacteria. Exposure of *Bifidobacterium *cells to oxygen causes accumulation of reactive oxygen species, mainly hydrogen peroxide, leading to cell death. In this study, we tested the suitability of continuous culture under increasing selective pressure combined with immobilized cell technology for the selection of hydrogen peroxide adapted *Bifidobacterium *cells. Cells of *B. longum *NCC2705 were immobilized in gellan-xanthan gum gel beads and used to continuously ferment MRS medium containing increasing concentration of H_2_O_2 _from 0 to 130 ppm.

**Results:**

At the beginning of the culture, high cell density of 10^13 ^CFU per litre of reactor was tested. The continuous culture gradually adapted to increasing H_2_O_2 _concentrations. However, after increasing the H_2_O_2 _concentration to 130 ppm the OD of the culture decreased to 0. Full wash out was prevented by the immobilization of the cells in gel matrix. Hence after stopping the stress, it was possible to re-grow the cells that survived the highest lethal dose of H_2_O_2 _and to select two adapted colonies (HPR1 and HPR2) after plating of the culture effluent. In contrast to HPR1, HPR2 showed stable characteristics over at least 70 generations and exhibited also higher tolerance to O_2 _than non adapted wild type cells. Preliminary characterization of HPR2 was carried out by global genome expression profile analysis. Two genes coding for a protein with unknown function and possessing trans-membrane domains and an ABC-type transporter protein were overexpressed in HPR2 cells compared to wild type cells.

**Conclusions:**

Our study showed that continuous culture with cell immobilization is a valid approach for selecting cells adapted to hydrogen peroxide. Elucidation of H_2_O_2 _adaptation mechanisms in HPR2 could be helpful to develop oxygen resistant bifidobacteria.

## Background

According to FAO/WHO (2002) [1], probiotics are defined as "live microorganisms which when administered in adequate amounts confer a health benefit on the host". One of the crucial points in the production and distribution of probiotic foods is hence to deliver enough live probiotic cells to the consumers. The minimum daily intake of probiotics to obtain a beneficial effect is still under debate. However, a concentration of 10^6 ^live cells of probiotic bacteria per gram of product at the time of consumption is generally accepted and selected to provide bacterial concentrations that are attainable and cost-effective for probiotic food products [2]. During production and storage of food, microorganisms experience a wide range of stresses, including oxidative stress, which can severely compromise cell viability of sensitive strains as well as their incorporation into food products.

Bacterial strains belonging to *Bifidobacterium *and *Lactobacillus *genera are the most widely used microorganisms in probiotic food products and supplements [3]. Bifidobacteria are obligate anaerobes. However, some species can tolerate oxygen, such as *B. psychroaerophilum*, *B. indicum *and *B. asteroides*, the latter two possessing catalase [4,5]. Exposure to oxygen induces accumulation of reactive oxygen species, mainly hydrogen peroxide, which cause oxidative damage to vital cellular components, resulting in cell death of sensitive cells [6,7].

Although oxygen tolerant bifidobacteria can be isolated from the environment [8], these isolates do not necessarily exhibit relevant probiotic characteristics. Mutagenic agents have also been applied to obtain oxygen resistant bifidobacteria [9]. However, random mutations affecting the probiotic characteristics of the strain may occur. Another method to isolate stress resistant bacterial strains consists in culturing cells in presence of a selective agent. Plating and cultivation in batch cultures with varying concentration of a selective agent are fairly simple procedures, but the number of generations over which selection can occur is limited. Therefore repeated cycles of subculturing may be required. In contrast to batch, continuous culture can be performed over an unlimited number of generations under strictly controlled conditions. Moreover, it can ensure continuous presence of unstable selective agents, such as hydrogen peroxide that can be broken up into nascent oxygen and water in contact with organic matter of rich media like MRS broth [10]. However, the use of continuous culture combined with selective pressure is limited because the resistance level of cells can greatly vary with fermentation time. In addition, an over-dosage of the selective agent leads generally to a wash-out of cells from the reactor. This major drawback of continuous cultures can be prevented using immobilized cell technology, which allows retaining cell in reactor even if dilution rate exceed growth rate of the culture [2,11].

The aim of this study was to test the application of continuous culture with immobilized cells for selecting hydrogen peroxide adapted populations of *B. longum *NCC2705.

## Methods

### Bacterial strain

*B. longum *NCC2705 was obtained from the Nestlé Culture Collection (Lausanne, Switzerland) and cultivated in MRS [12] medium (Biolife, Milano, Italy). Two successive pre-cultures, inoculated at 1% from a frozen stock at -80°C in MRS with 10% glycerol (Sigma-Aldrich, Buchs, Switzerland), were performed for 16 h under anaerobic (AnaeroGen, Oxoid, Basingstoke, United Kingdom) conditions at 37°C before use.

### Cell immobilization

Cell immobilization was based on a two-phase dispersion process as previously described [13]. A mixed gel of 2.5% (w/v) gelrite gellan gum and 0.25% (w/v) xanthan gum (both Sigma-Aldrich) was inoculated at 2% (v/v) with a pre-culture of *B. longum *NCC2705, containing ca. 10^9 ^CFU ml^-1^. Beads with diameters in the range of 1.0-2.0 mm were selected by wet sieving and used for fermentation. The entire process was completed within 1 h.

### Continuous culture

A volume of 70 ml of inoculated gel beads was transferred into a 1-l stirred tank reactor (Multifors, Infors-HT, Bottmingen, Switzerland) containing 630 ml MRS. The reactor was stirred at 100 rpm by an inclined blade impeller. Nitrogen was aseptically injected into the headspace of the reactor to maintain anaerobic conditions. Temperature was set at 37°C and pH was controlled and maintained at 6.0 by adding 5 M NaOH. Culture was started in batch mode for the first 24 h, followed by 24 h in continuous mode with feeding of MRS at 2.6 ml min^-1^, using a peristaltic pump (Infors-HT), to allow colonization of gel beads. During this colonization step, immobilized population increased from 10^7 ^to 10^11 ^CFU g^-1 ^of gel beads. Afterwards, feeding of H_2_O_2 _solutions was started, using a calibrated peristaltic pump (Infors-HT), and the culture was carried out in continuous mode for 23 days. Inflow rate of MRS, initially set to 2.6 ml min^-1 ^was decreased to 0.9 ml min^-1 ^at day 9. H_2_O_2 _was continuously added to the reactor at a flow rate 10 fold smaller than that of the MRS and using concentrated solutions ranging from 50 to 1,300 ppm depending on the applied H_2_O_2 _level. H_2_O_2 _solutions were prepared using 30% H_2_O_2 _(VWR, Dietikon, Switzerland) in sterile water. H_2_O_2 _solution was kept on ice, protected from light and replaced daily, to avoid H_2_O_2 _breakdown during the experiment. Effluent samples were collected from the reactor at different time intervals for optical density (600 nm) measurements using sterile MRS medium as reference, and cell enumeration using plate counts. Aliquots of 2 ml effluent samples were centrifuged (6,000 g for 2 min) and pellets suspended in equal volume of fresh MRS containing 10% glycerol and stored at -80°C for further analyses. Gel bead samples of 1 g were placed into 1 ml of MRS with 10% glycerol and stored at -80°C until analysis.

### Viable cell enumeration in culture effluent and gel beads

Samples from fermented effluent were serially diluted in phosphate buffered saline (pH 7.7) supplemented with 0.05% L-cysteine hydrochloride monohydrate (Sigma-Aldrich) (C-PBS). Appropriate dilutions were plated in duplicate on MRS agar (DIFCO, Becton Dickinson AG, Allschwil, Switzerland) and incubated anaerobically at 37°C for 48 h. The immobilized cell population was also monitored by plate counts after adding ca. 0.5 g gel beads to 20 ml 1% EDTA (Sigma-Aldrich) and treatment in a stomacher (Seward, Norfolk, UK) for 3 min for bead dissolution before dilution in C-PBS and plating.

### H_2_O_2 _resistance level of cells from culture effluent

Resistance to H_2_O_2 _over fermentation time of cells from culture effluent was tested as follows. Cells from frozen samples were twice subcultured in MRS inoculated at 1% (v/v) and incubated anaerobically at 37°C for 24 h. Aliquot of 1 ml containing ca. 1.11 ± 0.67 × 10^9 ^CFU ml^-1 ^was centrifuged at 6,000 g for 2 min and the pellet was suspended in 10 ml 400 ppm H_2_O_2 _solution. After 1.5 h incubation at room temperature, the cell suspension was diluted in C-PBS and plated on MRS agar and incubated anaerobically at 37°C for 48 h. Results were expressed as survival rate in percent before and after treatment. The test was performed in duplicate.

### Isolation of cells adapted to H_2_O_2_

Frozen bead samples (1 g) collected at day 18 of continuous culture, were dissolved in 40 ml 1% EDTA, treated in a stomacher for 3 min and centrifuged at 6,000 g for 5 min. Cell pellets were suspended in 10 ml 40 ppm H_2_O_2 _and incubated for 60 min at room temperature to recover fractions of populations adapted to H_2_O_2 _stress. 1 ml of cell suspension was subsequently plated on MRS agar. Colonies visible within 48 h were twice subcultured anaerobically for 16 h in MRS broth at 37°C and frozen at -80°C in MRS with 10% glycerol until further analyses.

### Characterization of H_2_O_2 _adapted isolates

#### H_2_O_2 _resistance level of isolates

Frozen samples of wild type and H_2_O_2 _adapted isolate cultures containing approximately 1.03 ± 0.33 × 10^9 ^CFU ml^-1 ^were thawed at room temperature. 1 ml of sample was centrifuged at 6,000 g for 2 min. The pellet was suspended in 10 ml 200 ppm H_2_O_2 _solution. After 2 h incubation at room temperature cell suspensions were diluted in C-PBS and plated on MRS agar and incubated anaerobically at 37°C for 48 h. Results were expressed as survival rate in percent before and after treatment. The test was performed in triplicate.

#### Stability of H_2_O_2 _adapted phenotype

Stability of H_2_O_2 _adapted phenotype of isolates was tested by subculturing cells without selective pressure in MRS at 37°C under anaerobic conditions for 24 h. After each subculture, containing ca. 1.76 ± 1.07 × 10^9 ^CFU ml^-1^, resistance level to H_2_O_2 _of cells was tested using 400 ppm H_2_O_2 _solution as described above. The test was performed in duplicate.

#### Growth in presence of oxygen in liquid shaking cultures

Ability of cells to grow in presence of oxygen was tested according to Meile *et al. *[8] with some modifications. The headspace of 500 ml serum flasks containing 400 ml MRS, after creating vacuum conditions was flushed with N_2 _or CO_2 _until normal atmosphere pressure was achieved; then 7.5 or 12.5% (v/v) sterile oxygen were added. Afterwards, the medium was inoculated at 2% with an overnight culture of wild type or H_2_O_2 _resistant cells and the flasks were incubated at 37°C in a shaker at 160 rpm (Kühner AG, Basel, Switzerland) for 24 h. Samples were taken every 2 h during the first 12 h of the culture to measure optical density at 600 nm. Two repetitions were carried out.

#### Growth in reactor with and without H_2_O_2_

Cells were grown in an 800-ml working volume reactor (1-l reactor, Infors-HT) containing MRS inoculated at 5% with an overnight culture of wild type or H_2_O_2 _resistant cells. Temperature was controlled at 37°C and agitation set at 200 rpm. Anaerobic conditions were maintained by continuously sparging either CO_2 _or N_2 _in the medium, starting overnight prior inoculation. Cells were cultivated with and without addition of 42 ppm H_2_O_2 _in mid-exponential growth phase corresponding to an OD of 0.6. This H_2_O_2 _concentration of 42 ppm causes a cessation in growth for at least 40 min of exponentially wild type cells of *Bifidobacterium longum *NCC2705 without a decrease in viable cell counts during this growth arrest [14]. Growth was monitored by measuring OD at 600 nm. Samples for global transcriptional profiling were taken in mid-exponential growth phase after 3-3.5 h of culture at an OD of 0.7-0.8 in reactors sparged with CO_2 _and without H_2_O_2_. Aliquots of 2 ml were centrifuged (4,000 g for 1 min), supernatants discarded and cell pellets snap frozen in liquid nitrogen and stored at -80°C until RNA-extraction. Fermentations were performed in triplicate.

### Microarray analysis

#### Microarray design and RNA extraction

DNA based arrays, produced by Agilent Technologies http://www.agilent.com, were obtained by *in situ *synthesis of 60 mer oligonucleotides on glass slides [15]. For each gene, 3 to 6 different probes were randomly distributed on the array. Total RNA was extracted with the macaloïd method and purified as previously described [16].

#### Array hybridization

For each hybridization, cDNA was synthesized starting from 4 μg of total RNA and subsequently labeled using the Array 900MPX Genisphere kit (Genisphere Inc., Hatfield, PE, USA), following the protocol provided by the supplier. Luciferase and kanamycin control mRNA (Promega, Zürich, Switzerland) at 1 and 10 ng, respectively, were mixed with total RNA before labeling to allow balancing of the two channels during scanning. After the hybridization procedure, array slides were scanned at 10 μm using a Scanarray 4000 (Packard Biochip Technologies, Billerica, MA, USA). Laser power and photomultiplier tube gain were set in order to prevent saturation of any spot, except the probes corresponding to rRNA.

#### Array analysis

Data extracted with Imagene 5.6 (Biodiscovery, El Segundo, CA, USA) were treated with homemade scripts in Python language http://www.python.org and a local installation of the ArrayPipe web server [17]. Probes showing a signal smaller than twice the standard deviation of the local background were considered without signal. Probes showing no signal or saturated signals in both channels were discarded from the analysis. Assuming an intensity-dependent variation in dye signal, (limma) loess global normalization was applied on signal ratios. To calculate average gene expression values, data from 3 biological replicates were combined as follows. Within each hybridization data set, gene fold changes were calculated from the median of the corresponding probes values. The expression value of a gene was retained if a signal was detected in at least 50% of its probes. Genes were considered to be differentially expressed if their log_2_-transformed signal ratios were higher than 1.5 or smaller than -1.5. Statistical analysis of the 3 biological array replicates of the hybridization between wild type and H_2_O_2 _resistant cells were performed using the statistical software R version 2.6.1 [18]. Bayes statistics for differential expression [19] was used to rank genes in order of evidence for differential expression. The data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE16039. TMHMM-prediction server version 2.0 was used to identify transmembrane domains of predicted proteins [20].

## Results

### Continuous culture monitoring

The concentration of H_2_O_2 _in the continuous culture with immobilized cells of *B. longum *NCC2705 was increased stepwise to 130 ppm in order to select for cells resistant to oxidative stress (Figure 1). At day 2, optical density of the fermented effluent reached 8.4, corresponding to 1.26 × 10^9 ^CFU ml^-1^. Subsequently, OD decreased and increased after each increase in H_2_O_2 _concentration. Viable cells in effluent samples before changing the level of H_2_O_2 _concentration ranged from 6.31 × 10^8 ^to 2.00 × 10^9 ^CFU ml^-1 ^until day 8 (Figure 1). Following H_2_O_2 _concentration increase to 130 ppm at day 9, the OD decreased to 0. To enrich potentially hydrogen peroxide resistant survivors after this harsh treatment, the addition of H_2_O_2 _was stopped for 2 days and the flow rate of the medium was decreased to 0.9 ml min^-1^, resulting in a new phase of growth with an increase of OD to 3.2 at day 11 in effluent samples, corresponding to 6.31 × 10^5 ^CFU ml^-1^. Concentration of H_2_O_2 _was then set again at 100 ppm and OD decreased again to 0 with viable cell counts in the effluent gradually decreasing from 3.98 × 10^5 ^at day 14 to 2.51 × 10^4 ^CFU ml^-1 ^at day 20 (Figure 1). Cell counts in gel beads were generally 1 to 2 log higher than in effluent samples, except at the end of culture where both population reached similar levels (Figure 1).

**Figure 1:**
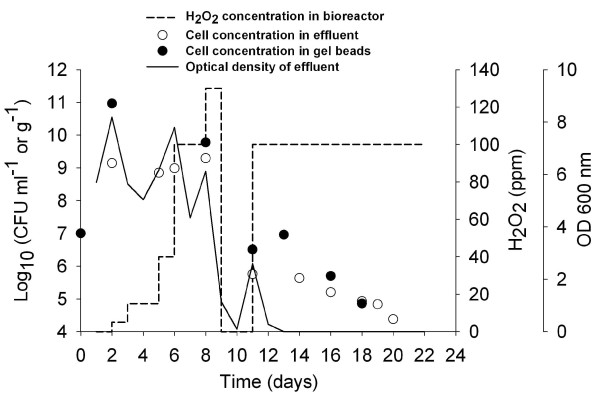
**Continuous culture monitoring**. The figure shows the optical density of fermented effluent, H**_2_**O**_2 _**concentration in bioreactor, viable cells counts in gel beads and in the effluent during continuous culture with immobilized cells of ***B. longum ***NCC2705 and H**_2_**O**_2 _**selective pressure.

H_2_O_2 _resistance of free cells in the culture effluent remained stable during the first 8 days with a survival rate of 0.00010 ± 0.00004% (Figure 2). At day 14 and 18 the survival rate was 760 and 16 folds higher than for day 1, respectively (Figure 2).

**Figure 2:**
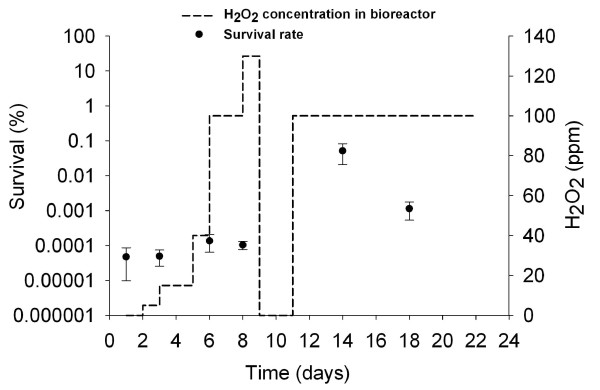
**Resistance of cells collected from fermented effluent to H_2_O_2_**. Resistance of cells from fermented effluent to H**_2_**O**_2 _**as a function of fermentation time was assessed after incubation in 400 ppm H**_2_**O**_2 _**solution for 1.5 h and expressed in % survival. Applied concentrations of H**_2_**O**_2 _**in the bioreactor are also indicated. Data are means of two replicates ± standard deviation.

### Selection of resistant cells and stability of H_2_O_2 _resistance phenotype

Because a large fraction of cell biomass of the system was in the bead matrix (ca. 10^11 ^CFU g^-1 ^beads after colonization) at the beginning of the fermentation, a higher number of adapted cells was expected in the gel beads, which were physically retained in the reactor, than in effluent at the end of culture. Cells from gel beads collected at day 18 (6.31 × 10^4 ^CFU g^-1^) were subjected to an isolation step, and tested for their resistance to H_2_O_2_. Two colonies, namely HPR1 and HPR2, were detected after this isolation step. Tolerance to H_2_O_2 _of cells from these two isolates was 20-and 30-folds higher, respectively, than that of wild type cells (Figure 3). A stability test was performed with these two isolates using a hydrogen peroxide concentration of 400 ppm and incubation time of 2 hours. After three successive subcultures, HPR1 cells exhibited similar resistance level to wild type cells, whereas HPR2 maintained its phenotype over at least 11 subsequent cultures (Figure 4). The survival tests showed large variations depending on the testing day; however a repetition of this test showed similar trends (data not shown).

**Figure 3:**
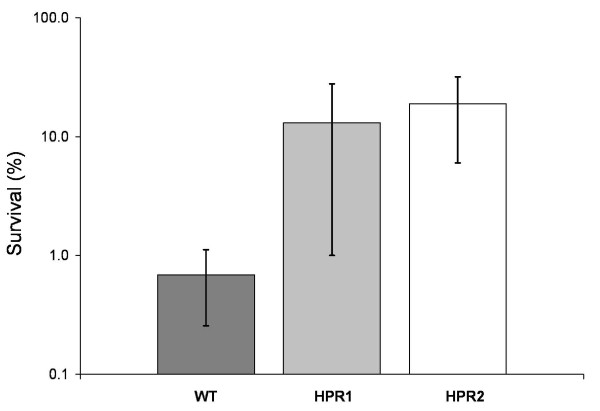
**Resistance level of isolates HPR1 and HPR2 and of wild type (WT) *B. longum *NCC2705 to H_2_O_2_**. Resistance was assessed after incubation of cells in 200 ppm H_2_O_2 _solution for 2 h and expressed in % survival. Data are means of three replicates ± standard deviation.

**Figure 4:**
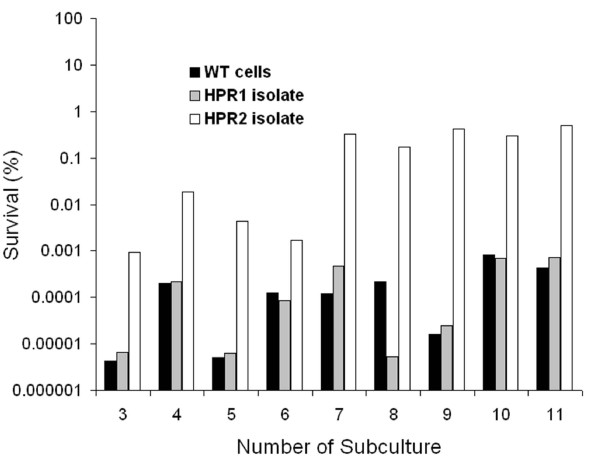
**Stability of H_2_O_2 _adapted phenotype of isolates HPR1 and HPR2**. The figure shows the survival (in %) to 2 h, 400 ppm H_2_O_2 _solution of wild type, and of H_2_O_2 _resistant phenotype HPR1 and HPR2 cells after successive subcultures without selective pressure.

### Growth in presence of oxygen in liquid shaking cultures

HPR2 and wild type cells grew at similar rate of 0.47 ± 0.03 h^-1 ^and reached the same optical density of 5.22 ± 0.36 after 24 h culture in presence of 100% nitrogen or carbon dioxide in the headspace (Figures 5 and 6). When the atmosphere of the headspace was composed of 7.5 and 92.5% of oxygen and nitrogen, respectively, HPR2 cells grew at a lower rate of 0.09 ± 0.00 h^-1 ^and reached an OD of 0.60 ± 0.02 after 24 h culture while growth of wild type cells was negligible with a growth rate of 0.01 ± 0.00 h^-1 ^and a final OD of 0.15 ± 0.02 (Figure 5). Using a headspace of 12.5 and 87.5% of oxygen and carbon dioxide, respectively, the growth rate during the first 11.5 h was 0.12 ± 0.01 and 0.04 ± 0.01 h^-1 ^for HPR2 and wild type cells, respectively (Figure 6). From 11.5 to 24 h of culture, both strains grew at similar rate of 0.15 ± 0.01 h^-1 ^and reached a final OD of 1.44 ± 0.25 and 0.81 ± 0.19 for HPR2 and wild type cells, respectively (Figure 6).

**Figure 5:**
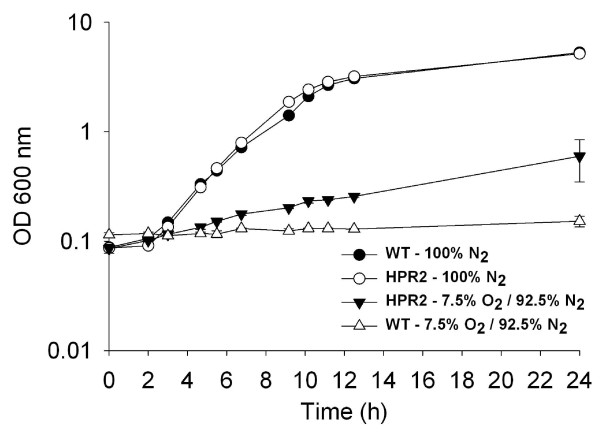
**Growth of HPR2 and wild type *B. longum *NCC2705 in presence of 100% N_2 _and of 7.5% O_2 _-92.5% N_2_**. Cells were grown in liquid shaking cultures. Growth was monitored using optical density at 600 nm. Data are means of two replicates ± standard deviation.

**Figure 6:**
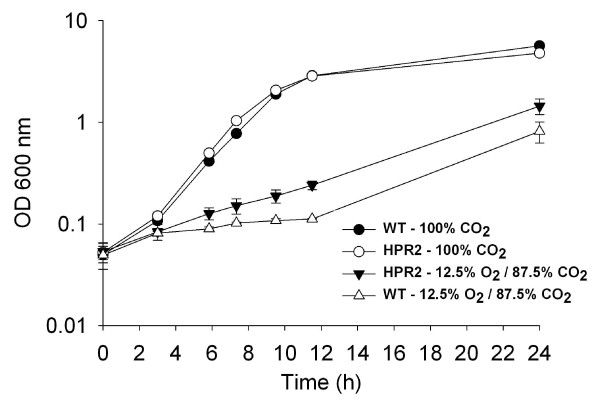
**Growth of HPR2 and wild type *B. longum *NCC2705 in presence of 100% CO_2 _and of 12.5% O_2 _-87.5% CO_2_**. Cells were grown in liquid shaking cultures. Growth was monitored using optical density at 600 nm. Data are means of two replicates ± standard deviation.

### Growth in presence of H_2_O_2 _in reactors

Both wild type and HPR2 cells recovered rapidly and in a similar manner after addition of H_2_O_2 _in medium sparged with carbon dioxide, and reached the same OD of 6.06 ± 0.60 than non treated cells after 24 h of culture (Figure 7). In presence of nitrogen, HPR2 strain started to recover earlier (1.63 vs. 2.51 h after addition of hydrogen peroxide) and grew at a higher rate (0.24 ± 0.02 vs. 0.13 ± 0.03 h^-1^) than wild type cells after H_2_O_2 _addition, reaching an optical density of 1.41 ± 0.02 and 0.70 ± 0.18, respectively, after 8 h culture (Figure 8). Growth of HPR2 and wild type cells, treated or not with H_2_O_2_, were negatively affected by sparging nitrogen compared to carbon dioxide in the medium (Figures 7 and 8).

**Figure 7:**
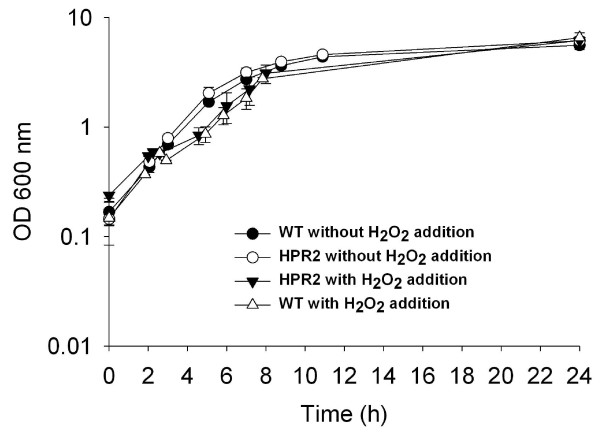
**Growth of HPR2 and wild type *B. longum *NCC2705 in bioreactors under CO_2 _atmosphere, with and without addition of H_2_O_2_**. Cells were cultivated under CO_2 _atmosphere and with or without addition of 42 ppm H_2_O_2 _in mid-exponential growth phase corresponding to an OD of 0.6. Growth was monitored using optical density at 600 nm. Data are means of three replicates ± standard deviation.

**Figure 8:**
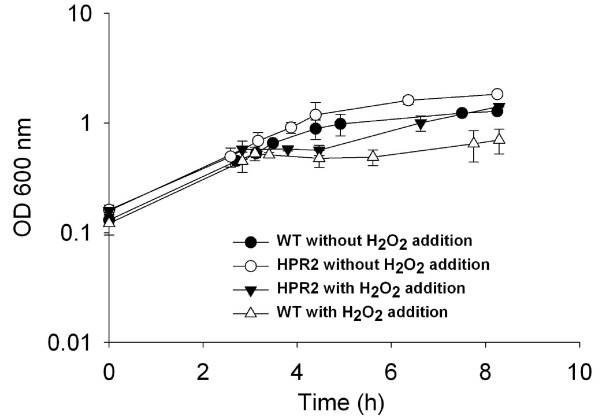
**Growth of HPR2 and wild type *B. longum *NCC2705 in bioreactors under N_2 _atmosphere, with and without addition of H_2_O_2_**. Cells were cultivated under N_2 _atmosphere and with or without addition of 42 ppm H_2_O_2 _in mid-exponential growth phase corresponding to an OD of 0.6. Growth was monitored using optical density at 600 nm. Data are means of three replicates ± standard deviation.

### Genome-wide transcription analysis

Transcriptome analysis of exponentially growing cells without selective pressure showed that in HPR2 compared to wild type cells, the genes *BL1404 *and *BL0931 *were overexpressed. 

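The cells compared were HPR2, the hydrogen peroxide resistant isolate, and the wild type strain it was derived from, both grown in MRS at 37°C in reactors sparged with CO2 and without H2O2. Cells were harvested after 3 to 3.5 h of culture at an OD of 0.7 to 0.8, and the submitters' notes add a pH of 6.0 and describe the CO2 as flushing the headspace. In each of 3 biological replicates, cDNA from 4 μg of total RNA of each strain was labelled with Cy3 or Cy5, and both cDNAs were hybridized to one array. HPR2 carried Cy3 in replicates 1 and 3 and Cy5 in replicate 2, as the sample labels give it. An array held 10807 spots, of which 10079 were probes for 1741 genes, 19 of them reading frames of insertion sequences. The authors deposited the scanner intensities of each dye, extracted with Imagene, and 1 table of log2 ratios per spot after their loess normalization.
Starting from the intensities, the mean signal of each spot was corrected with limma's normexp method (offset 50) against the median local background. Probes whose signal above background was under 2 SDs of the local background in both channels, or saturated in both, were left out, and the ratios were normalized by global loess. All ratios were turned to HPR2 over wild type. A gene's value on an array was the median of its probes, kept where at least a share of 0.5 of them had signal. The 1650 genes kept on all 3 arrays were tested with limma against a ratio of 0 on the log2 scale, with Benjamini-Hochberg adjustment.
Gene probes with signal made up 88.5% in HPR2 and 79.9% in wild type cells in replicate 1, 32.8% and 89.8% in replicate 2, and 99.97% and 91.0% in replicate 3. The wild type channel of replicate 1 and the HPR2 channel of replicate 3 stood apart: their dimmest gene probes (5th percentile) lay 130 and 915 intensity units above the median negative control spot, against -73.8 to 11.8 in the other 4 channels. Across genes, which are not independent replicates, the log2 ratios of replicates 1 and 2 correlated with r = 0.16, those of replicates 2 and 3 with r = 0.24, and those of replicates 1 and 3, which had the dyes the same way round, with r = -0.58. Replicates 1 and 3 correlated with r = 0.10 in the 608 genes kept when signal is required in both channels and with r = -0.69 in the other 1042. With median centring in place of loess, which leaves any trend with intensity in the ratios, the same 608 genes gave r = -0.48. Whether the opposition reached these genes thus depended on the normalization. The direction of the ratios is taken from the dye labels, and because replicates 1 and 3 oppose each other over all genes, mean ratios of the named genes with a mean past 1 or -1 are also given with the sign of either turned. For a gene with one sign on all 3 arrays, turning 1 array always brings the mean nearer 0 and widens the spread. The turned values therefore do not test such a gene. The number of arrays limits the precision.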

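BL1404 had the largest ratio of the 1650 genes, higher in HPR2 on 3 of 3 arrays. By size it ranked 2 with the sign of replicate 3 turned and 15 with that of replicate 1 turned. Its log2 ratio was 3.35, 4.68 and 2.37 in replicates 1, 2 and 3, a mean of 3.46 ± 1.16 (SD, n = 3) or 11.0-fold. BL0931, annotated as a possible ABC-type transport system for lipoprotein release, had the next highest mean, with log2 ratios of 1.51, 1.91 and 1.33 that average 1.59 ± 0.30 (SD, n = 3) or 3.00-fold. All 6 probes of either gene had positive log2 ratios on every array, from 1.82 to 4.94 for BL1404 and from 0.87 to 3.02 for BL0931.
The 95% confidence interval from limma was 2.34 to 4.59 for BL1404 and 1.01 to 2.17 for BL0931, and both had an adjusted p of 0.54, ranking 1 and 2 by p. These ranks were 439 and 694 with the sign of replicate 3 turned and 1000 and 991 with that of replicate 1 turned. Both genes had one sign on all 3 arrays, so a fall with 1 array turned was set in advance and tests neither. With the mean replaced by the median signal of each spot, the mean log2 ratio was 1.59 for BL1404 and 0.67 for BL0931. In that setting limma gave 0 of 1614 genes an unadjusted p under 0.05, and the interval of BL1404 was -2.49 to 5.68. No pair of arrays correlated clearly there (r = -0.016 for replicates 1 and 3), so its count and interval say little about either gene. With the sign of replicate 3 turned, the mean log2 ratio was 1.89 for BL1404 and 0.70 for BL0931, and with the sign of replicate 1 turned, 1.23 and 0.58. For BL1404, limma's adjusted p was 2.2e-03 without replicate 2, where all genes were given one common variance, and 0.020 without replicate 3, within a range of 3.7e-15 to 1.00 over all 20 alternatives. Without replicate 2, HPR2 carried Cy3 on both arrays left, so strain and dye cannot be told apart there. In wild type cells of replicate 1, 3 of the 6 probes of BL1404 had signal. For BL0931, limma's adjusted p was 4.5e-03 with signal required in both channels and 6.8e-03 with an intensity trend and robust eBayes. It stayed above 0.05 under 17 of the 20 alternatives.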

*BL1404 *was over-expressed with an average log_2 _ratio of 3.1 (2.3-3.8, 95% confidence interval) and 1.5 (1.6-1.7, 95% CI) for *BL0931*. The start codon of *BL0931 *gene is 45 nucleotide downstream of *BL0932 *stop codon, a gene encoding an ABC-transporter ATP-binding protein. Both genes are predicted to be on the same operon, a prediction which is supported by the similar average gene expression profile displayed by the *BL0932 *gene (1.4; 0.9-1.9, 95% CI). 

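BL0932 was higher in HPR2 on 3 of 3 arrays, with log2 ratios of 1.99, 1.65 and 0.90 in replicates 1, 2 and 3 and a mean of 1.51 ± 0.56 (SD, n = 3). The gap to BL0931 on the same array ranged from -0.47 to 0.43 (BL0931 minus BL0932), with a mean of 0.07 ± 0.48 (SD, n = 3), so no difference between both genes was detectable (two-sided exact sign-flip test, p = 1; with 3 arrays it cannot go below 0.25). The genes next to the pair had lower ratios: BL0930 had a mean log2 ratio of 0.12 ± 0.10 (SD, n = 3) and BL0933 of -0.17 ± 0.41 (SD, n = 3). Of the 8 neighbours by locus tag, 4 on either side, 7 could be tested. None passed an adjusted p of 0.05 adjusted over the list alone, and over all genes no gene passed, the pair included. The median log2 ratio of the neighbours was 0.10 (limma's camera, p = 0.43, and p = 0.65 with an estimated correlation).
BL1403, the locus tag before BL1404, had log2 ratios of 0.49, 2.30 and 1.25 in replicates 1, 2 and 3, a mean of 1.35 ± 0.91 (SD, n = 3), with an adjusted p of 0.81 from limma; in HPR2 of replicate 2, 2 of its 6 probes had signal. Its mean was 0.51 with the sign of replicate 3 turned and 1.02 with that of replicate 1 turned. Without replicate 2 the mean of BL1403 was 0.87, and in the deposited log2 ratios 0.96. BL1405, on the other side, had a mean log2 ratio of -0.27 ± 0.18 (SD, n = 3). Of the 8 neighbours of BL1404, 2 had positive and 6 negative mean log2 ratios, with a median of -0.12 (limma's camera, p = 0.77, and p = 0.87 with an estimated correlation). None passed the threshold adjusted over the list alone, and over all genes no gene passed, BL1404 included.
For BL0932 the 95% confidence interval from limma was 0.81 to 2.22 and the adjusted p 0.57. Limma's adjusted p was 0.013 with signal required in both channels and 9.9e-03 with an intensity trend and robust eBayes. It stayed above 0.05 for BL0932 under 17 of 20 alternatives. With the median signal of each spot, where no pair of arrays correlated clearly, its mean log2 ratio was 0.48. With the sign of replicate 3 turned it was 0.91 and with that of replicate 1 turned 0.19. The paper takes the similar average ratios of BL0932 and BL0931 as backing for the prediction that both genes are on the same operon.

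**Figure D1:**
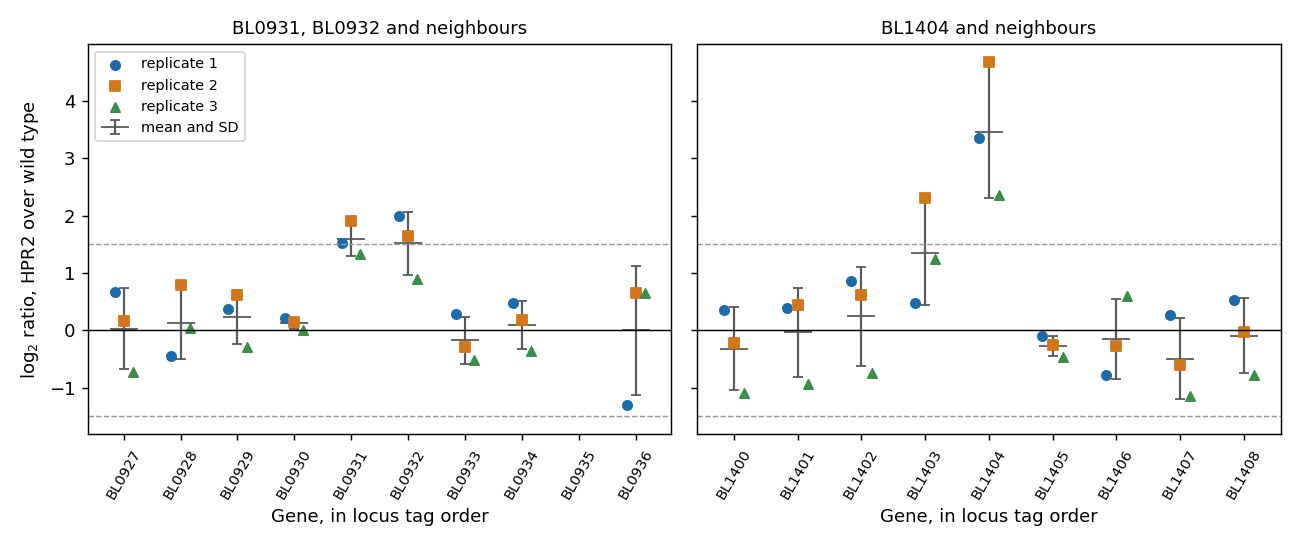
Log2 ratios of HPR2 over wild type cells (y axis) for genes in locus tag order (x axis) around BL0931 and BL0932 (left) and BL1404 (right); points are the 3 arrays, bars the mean and SD, and dashed lines log2 ratios of 1.5 and -1.5. BL0931 and BL0932 lie above 0 on every array while the flanking BL0930 and BL0933 have means of 0.12 and -0.17, and BL1403 beside BL1404 has a mean of 1.35; BL0935 is blank because it was not kept on all 3 arrays.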

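Of the 1650 genes, 1627 had mean log2 ratios between -1 and 1. A mean log2 ratio above 1.5 was found for 3 genes, BL1404, BL0931 and BL0932, and one below -1.5 for 2 genes, BL0572 at -1.63 ± 0.81 (SD, n = 3) and BL0197 at -1.53 ± 0.54 (SD, n = 3), both lower in HPR2 on 3 of 3 arrays with an adjusted p of 0.57 from limma. In HPR2 of replicate 2, where their ratios were lowest, 0 of 6 probes of BL0572 and 1 of 6 of BL0197 had signal, so those ratios are against a channel near background. Without replicate 2 the means were -1.24 and -1.21. The 2 means also depended on the background correction: without one they were -1.10 and -1.26, and in the deposited log2 ratios -1.11 and -1.26. In both of these 0 genes were below -1.5. The means of both genes were -1.11 and -0.73 with the sign of replicate 3 turned, and -0.49 and -0.70 with that of replicate 1 turned. Turning 1 array brings any mean with one sign on all 3 arrays nearer 0. After the genes named so far, the largest positive means were 1.25 ± 0.48 (SD, n = 3) for BL0249 and 1.22 ± 0.53 (SD, n = 3) for BL0120, with adjusted p-values of 0.57 and 0.60 from limma. Their means were 0.77 and 0.81 with the sign of replicate 3 turned and 0.13 and 0.24 with that of replicate 1 turned. The files and the reference table, of another strain, pair none of the 1721 locus tags with a gene name. The 19 reading frames of insertion sequences, mobile elements that can occur in several copies in a genome, had a median log2 ratio of -0.04 over the arrays (limma's camera, p = 0.88, and p = 0.96 with an estimated correlation). Their median was -0.88 in replicate 1, -0.20 in replicate 2 and 0.99 in replicate 3.
No gene passed an adjusted p of 0.05 in limma. At an unadjusted p under 0.05 there were 27 genes higher and 40 lower in HPR2, where 82.5 are expected by chance if arrays are independent. Replicates 1 and 3 opposed each other, so the count does not show fewer differences than chance. It was 59 against 30.4 with signal required in both channels and 13 against 82.5 with median centring. Leaving out replicate 1, 2 or 3 gave 174, 9 and 114, against 83.25, 85.25 and 82.5. With an intensity trend and robust eBayes in limma, 7 genes were higher and 9 lower at the adjusted threshold, and with signal required in both channels, which left 608 genes, 7 were higher and 6 lower. Limma's adjusted p with the trend and robust eBayes was 0.032 for BL0572, 0.017 for BL0197, 0.028 for BL0249 and 0.017 for BL0120. With signal in both channels it was 0.021 for BL0249 and 0.022 for BL0120, while BL0572 and BL0197 were not kept and could not be tested. Each of the 4 genes reached an adjusted p of 1.00 in limma under another alternative. Past 1.5 or -1.5 there were 1 higher and 6 lower genes with the sign of replicate 3 turned, and 2 higher and 0 lower with that of replicate 1 turned. Without replicate 3, 6 genes were above 1.5 and 6 below -1.5, and without replicate 2, only BL1404 was past either.

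**Figure D2:**
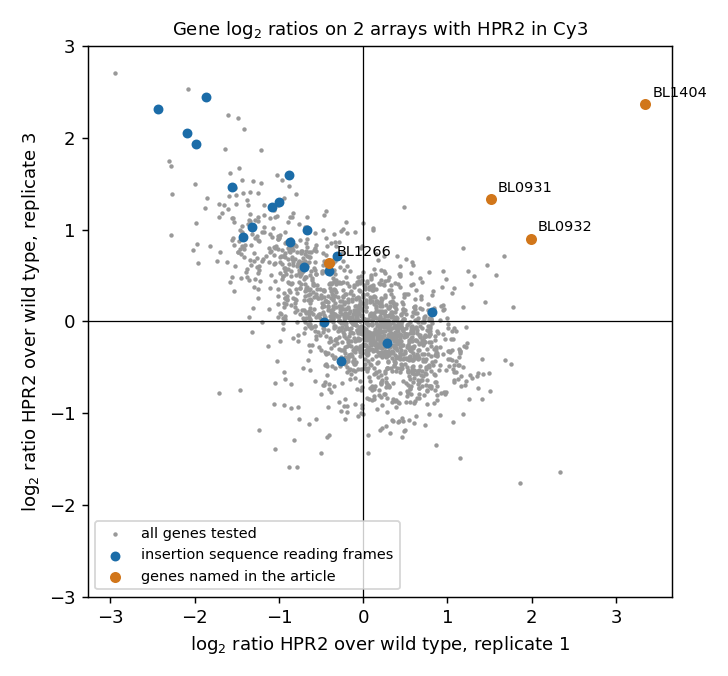
Log2 ratio of HPR2 over wild type cells for each of the 1650 genes in replicate 1 (x axis) and replicate 3 (y axis), both with HPR2 labelled with Cy3. The cloud runs downward (r = -0.58); BL1404, BL0931 and BL0932 lie at the upper right with positive ratios on both arrays, and most of the 19 insertion sequence reading frames (blue) lie at the upper left.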

All remaining genes had log_2 _transformed ratios lower than 1.5 and non significant p-values.

## Discussion

In this study, we tested the suitability of continuous culture under increasing selective pressure combined with immobilized cell technology for the selection of hydrogen peroxide adapted bifidobacteria cells. Continuous system allows cultivation of cells over an unlimited number of generations under strictly controlled conditions. In addition continuously cultured cells may undergo a number of consecutive mutational events, each contributing to improve adaptation of cells to their environment [21,22]. Evolutionary engineering approaches using chemostats or repeated batch cultures, combined with constant or gradually increasing selective pressure have been successfully exploited to increase resistance of industrially relevant microorganisms, mainly yeast cells, to environmental stresses [23-25].

A very high cell concentration was reached in beads (10^11 ^CFU g^-1 ^beads) leading to a high total population, including immobilized and free cells, of 10^13 ^CFU per litre of reactor similar to that reported by Doleyres *et al. *[26] with immobilized *B. longum *cells in gellan gum beads during continuous culture operated at a dilution rate of 0.5 h^-1^. As a comparison, batch cultures with free cells of *B. longum *NCC2705 generally reach 10^9 ^CFU ml^-1^, corresponding to 10^12 ^CFU per litre of reactor at the end of the culture (data not shown). This high cell density could favor the occurrence of mutations since the rate of appearance of mutational events is proportional to the amount of biomass in the culture [27].

The continuous culture gradually adapted to increasing H_2_O_2 _concentrations, as shown by the culture oscillating OD. However, the *B. longum *population tested in the effluent reached an upper limit of its adaptive capabilities at day 9 with H_2_O_2 _concentration of 130 ppm. Immobilization of the cells in gel matrix has prevented full wash-out, which would have very likely occurred with a free cell system. Hence after stopping the stress, it was possible to re-grow the cells that survived this high H_2_O_2 _concentration. After this enrichment step and under 100 ppm H_2_O_2_, resistance level of continuously produced cells was higher than those tested at the beginning of the fermentation but decreased to an intermediate level at day 18. Heterogeneity in the immobilized and free populations which can exhibit different resistance level and/or adaptive mechanisms to the selective pressure, as discussed below for cells isolated from gel beads, could explain this change in resistance to H_2_O_2 _with fermentation time and using the same conditions. Çakar *et al. *[25] reported a heterogeneous resistance levels to cobalt for single cells within an evolved population of *Saccharomyces cerevisiae *subjected to continuous increasing levels of cobalt stress.

HPR1 and HPR2, isolated from gel beads at day 18, showed a 20-and 30-fold higher resistance to H_2_O_2 _than wild type cells, respectively. Two different mechanisms can be proposed to explain the adaptive response of these two isolates in regard to the stability of their phenotype. HPR1 isolate lost rapidly its hydrogen peroxide adapted phenotype which could be the result of a transient adaptation caused by the stressing conditions encountered in gel beads and not necessarily by H_2_O_2 _selective pressure. Indeed, it was already reported that immobilized *B. longum *cells, continuously cultivated without specific selective pressure adapt to H_2_O_2 _stress [28]. This phenotype was reversible after subculturing, and could be related to a non specific stress adaptation caused by diffusional limitations of both substrates and inhibitory products in the gel beads [29]. Resistance phenotype of HPR2 isolate to H_2_O_2 _was much more stable (at least over 70 generations) than that of HPR1 indicating a probable stable mutation. To our knowledge, this is the first description of a mutant strain of bifidobacteria resistant to H_2_O_2_. HPR2 cells were then further characterized.

HPR2 could tolerate higher O_2 _level than wild type cells of *B. longum *NCC2705 and the moderately oxygen-tolerant *B. thermophilum *RBL67 as reported by von Ah *et al. *[29]. The ability of HPR2 isolate to grow in presence of oxygen can be associated with its H_2_O_2 _adapted phenotype. Indeed, accumulation of H_2_O_2 _during culture of sensitive bifidobacteria in presence of oxygen is generally considered as the primary reason for growth inhibition [7,30,31]. Additionally, HPR2 and wild type cells seem to tolerate more O_2 _in presence of CO_2 _than with N_2 _in the headspace of the culture. This result is different from that of Kawasaki *et al. *[30] who reported that colony development of different *Bifidobacterium *species under an atmosphere composed of 5 and 95% O_2 _and N_2_, respectively, was not improved by addition of CO_2_. This difference can be explained by the methodology and strains used in our studies. The better growth of HPR2 and wild type cells observed in reactor with medium sparged with CO_2 _instead of N_2 _are in agreement with others studies reporting the essential role of CO_2_, even at low level, to stimulate growth of bifidobacteria [30,32]. Presence of residual dissolved CO_2 _in MRS medium for liquid shaking culture, can also explain the lack of difference between growth of HPR2 and wild type cells in presence of 100% N_2 _or CO_2 _in the headspace, in contrast to cultures in reactor where these gases were directly sparged into the medium.

A known mechanism influencing sensitivity of Bifidobacteria to oxygen is the type of NADH oxidase activity. In O_2 _sensitive species, NADH oxidase exhibits H_2_O_2 _forming activity while H_2_O is produced in microaerophilic species [6,31]. *B. longum *NCC2705 possess a gene (*BL1266*), which codes for a putative NADH oxidase with an active site for the four electron reduction of O_2 _to H_2_O and could therefore be implied in the detoxification of H_2_O_2 _[14]. However, *BL1266 *is not differentially expressed in HPR2 compared to wild type cells. 

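BL1266 had log2 ratios of HPR2 over wild type cells of -0.41, -0.05 and 0.64 in replicates 1, 2 and 3, a mean of 0.06 ± 0.53 (SD, n = 3). The signs differed between arrays, and the 95% confidence interval from limma, -0.63 to 0.75, included 0 (adjusted p = 1.00). The interval leaves out a mean log2 ratio of 1.5 in either direction. In HPR2 of replicate 2, 1 of the 6 probes of BL1266 had signal, against 5 in wild type cells on the same array. The sign of the mean was negative with the mean of the probes in place of their median (-0.11), with median centring in place of loess (-0.34), without replicate 3 (-0.23) and with the sign of replicate 3 turned (-0.37).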

Constitutive overproduction of oxidative stress related proteins can also protect cells to H_2_O_2 _as observed in a mutant strain of *Bacteroides fragilis *resistant to H_2_O_2 _[33]. In HPR2 another mechanism seems to be involved in the resistance to H_2_O_2_. Two genes, *BL1404 *and *BL0931*, were constitutively overexpressed in HPR2 compared to wild type cells. These two genes were not differentially expressed in wild type cells exposed to H_2_O_2 _[14]. BLAST search [34] showed that BL1404, which is annotated as hypothetical protein [35], is highly homologous, 99% on nucleotide level, to the integral membrane protein BLD_0271 from *B. longum *DJ010A. The BLAST search could not identify homologous genes in other bacteria, indicating that *BL1404 *encodes a protein specific to bifidobacteria. The BL1404 protein possesses three predicted transmembrane domains and 2 outer and 2 inner domains. BL0931 is annotated as possible ABC-type transport system involved in lipoprotein release. The functional predictions of the two differentially expressed genes do not suggest any mechanistic explanation for the resistance phenotype of the HPR2 isolate. For this purpose further experiments are required. Transcriptional profiling in the presence of H_2_O_2 _might be more informative for characterization of the resistance phenotype. Moreover, transcriptional profiling analysis is known to be useless for mutations that do not impact gene expression. Therefore, for future experiments, whole genome sequencing using next-generation sequencing technologies will most likely provide better mechanistic insight.

## Conclusions

Our study showed that continuous culture with cell immobilization is a valid approach for selecting cells adapted to hydrogen peroxide. Cell immobilization allowed maintaining high cell numbers in the reactor, even when high selective pressure was applied. This enabled controlled application of stress at high levels on the culture over a long time. Additionally, preliminary characterization of HPR2 revealed the constitutive induction of two genes associated with the cell membrane. However, their function needs further characterization. Elucidation of H_2_O_2 _resistance mechanisms in HPR2 could be helpful to improve resistance of bifidobacteria to oxidative stress.

## Competing interests

Nestec S.A partly supported this project and applied for a patent for the hydrogen peroxide resistant strain.

## Authors' contributions

VM carried out the experimental part and contributed to draft the manuscript. FG participated to the design of the experiments and drafted the manuscript. DM performed all microarray experiments. BB and ER provided essential inputs for the microarray analysis and together with CL, FA and FG, conceived the initial approaches. LM participated to the analysis of the genomic data and to draft the manuscript. CL acted as overall supervisor and corresponding author of the work. All authors have read and approved the final version of the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

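Gene expression of the hydrogen peroxide resistant isolate HPR2 was compared with that of wild type B. longum NCC2705 on 3 arrays of 2 colours, each pairing 1 HPR2 culture with 1 wild type culture. The authors scanned the arrays, extracted the spots with Imagene and deposited the intensity of each spot and of its local background, 1 file per dye, with no background subtracted; the file headers name version 8.0.0 of the image software, which is not the version the methods name. The authors also deposited log2 ratios per spot, made with their own scripts, ArrayPipe and limma's global loess, with probes without signal left blank. The submitters' processing notes name limma with no version.

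The scale, centring and direction of the deposited log2 ratios are not stated. Their rows were matched to the spots in order, and they correlated with the HPR2 over wild type ratios computed here with r = 0.99, 0.85 and 0.96 across spots in replicates 1, 2 and 3, against 0.22, 0.13 and 0.20 when shifted by 1 spot. Their medians were 0.03, -0.03 and 0.00. Neither the paper nor the notes name a background correction. Against ratios computed here with none, the deposited values had slopes of 1.000, 1.000 and 0.99 (r = 0.9997, 0.9995 and 0.996) in replicates 1, 2 and 3, against slopes of 0.92, 0.50 and 1.19 with normexp and 0.89, 0.48 and 0.99 with plain subtraction, so they follow intensities without background correction. In replicate 3, where the median background was 0 in both channels, subtraction and no correction cannot be told apart.

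The analysis used R 4.3.3 with limma 3.58.1. Mean spot intensities were corrected by normexp with an offset of 50 and normalized by global loess within each array, with control spots, rRNA probes and spots marked by the image software at weight 0. The marked spots, 20, 9 and 6 on the arrays of replicates 1, 2 and 3, and 728 control and rRNA spots were left out of the tests. A probe without signal in both channels (background-subtracted signal under 2 SDs of the local background) or saturated in both (65000 or more) was dropped. A gene needed signal in a share of at least 0.5 of its probes on each of 3 arrays, which left 1650 of 1741 genes. The median of the probes gave a gene's log2 ratio, the sign was turned so that positive values are higher in HPR2, and lmFit with an intercept, eBayes and the Benjamini-Hochberg adjustment gave p-values and 95% confidence intervals. The paper's threshold of 1.5 or -1.5 was counted beside them. The steps were tested on simulated arrays of this comparison, with 1731 genes and the spread of the real arrays: of genes changed by a log2 ratio of 1, 2 and 3, 28.4%, 93.9% and 95.2% were recovered at an adjusted p of 0.05. There many genes were changed at once, which makes the adjusted threshold easier to pass than with a few. Among the simulated genes left unchanged, 11 also passed. Noise was drawn independently for each gene and array, without the opposition of replicates 1 and 3, so these shares need not hold for the real arrays.

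Named genes were chosen before the data were examined: those the paper names, 4 locus tags on each side of BL1404 and of the pair BL0931 and BL0932, and the largest positive and negative mean log2 ratios with the same sign on all 3 arrays. Of the genes of that last kind, 2 per direction are named, since no table used here pairs their locus tags with names. Of 17 gene lists fixed at the same time, 15 needed gene names or products and were not run; the 2 lists of neighbours were. The insertion sequence list was added after seeing the data. Lists were tested with limma's camera with its preset correlation and with an estimated one.

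The arrays of replicates 1 and 2 shared a slide and replicate 3 was on another. A fit with the slide as a random block was planned, but duplicateCorrelation gives no estimate for 3 arrays on 2 slides. In all, 16 alternatives set before and 4 set after seeing the data were run. They varied the background correction, normalization, scaling, spot statistic, filter on dim probes, gene summary, arrays required, dye term, variance model and replicates, used the deposited log2 ratios, turned the sign of an array, removed a trend with signal level and centred on the luciferase and kanamycin control probes. The growth and survival experiments have no files here and were not analysed.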

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

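The paper discusses no gene below -1.5, and BL0572 and BL0197 had mean log2 ratios of -1.63 and -1.53, negative on 3 of 3 arrays. BL1403, which the paper does not discuss, had a mean log2 ratio of 1.35, positive on 3 of 3 arrays and beside BL1404 by locus tag. In HPR2 of replicate 2, 0 of 6 probes of BL0572, 1 of 6 of BL0197 and 2 of 6 of BL1403 had signal. Without replicate 2 the means were -1.24, -1.21 and 0.87, so BL0572 and BL0197 were past -1.5 with that array, whose HPR2 channel was near background for them, and not without it. Adjusted p-values from limma were 0.57, 0.57 and 0.81; with an intensity trend and robust eBayes they were 0.032, 0.017 and 0.21, with centring on control probes, chosen after seeing the data, 0.0496, 0.11 and 0.11, and without replicate 2 1.00 for each. In the deposited log2 ratios no gene was below -1.5, and BL1403 had a mean of 0.96. With signal required in both channels BL0572, BL0197 and BL1403 were not kept, so they could not be tested there.

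The tests of signal level, of the dye labels and of insertion sequences given next were chosen after the result was seen. The log2 ratios of replicates 1 and 3 ran against each other across genes (r = -0.58 here, -0.60 in the deposited log2 ratios), although HPR2 carried Cy3 in both. With signal required in both channels, which left 608 genes, they did not with loess (r = 0.11, 95% bootstrap interval -0.03 to 0.24). In the same genes with median centring they did (r = -0.48, -0.58 to -0.36). The spot median gave r = -0.016, but there no pair of arrays correlated clearly: replicate 2 correlated with replicate 3 turned at 0.034 (-0.013 to 0.081) and with replicate 1 turned at 0.0034. A wrong dye label would turn every gene alike. The rule to judge it was reworded more than once after the values were seen, and under an earlier wording replicate 1 stayed open. For replicate 3 the values argue against it: replicate 2 correlated with replicate 3 turned at -0.54 in those 608 genes and at -0.64 over all genes with median centring. For replicate 1 they differ between settings, so its label stays open. In those 608 genes replicate 2 correlated with replicate 1 turned at -0.49 (95% bootstrap interval -0.58 to -0.39). With median centring over all genes it correlated with replicate 1 turned at 0.59, but at -0.082 (-0.16 to -0.0010) once the trend with signal level was removed and at -0.25 (-0.37 to -0.13) in the 608 genes. Over all genes it correlated with replicate 1 turned at -0.16 with loess and -0.28 in the deposited log2 ratios. The spot median, at 0.0034, decides nothing, since no pair of arrays correlated clearly there. Signal level was measured as a gene's mean signal on the other 2 arrays. A trend with the level so measured is argued against as the whole cause with loess, since removing it moved r from -0.58 only to -0.47. For replicates 1 and 3 those arrays include a channel whose dimmest probes lay well above the negative controls. A trend with a gene's true level may therefore have been removed only in part. With median centring, removing the measured trend moved r from -0.85 to -0.25. That missed the level set for arguing against a trend, so this setting does not decide. Genomic DNA in the wild type channel of replicate 1 and in the HPR2 channel of replicate 3 is a candidate explanation: the 19 insertion sequence reading frames, which a genome can hold in several copies, lay higher in replicate 3 than in replicate 1 by a median of 2.30, above the central 95% range of 10000 random lists matched on signal in HPR2 of replicate 1 and wild type of replicates 2 and 3, -0.35 to 0.79. The reading frames are not independent (estimated correlation 0.41) and the random lists were not matched on that, so this range may be too narrow. A test on genes without signal in those 3 channels, which leaves HPR2 of replicate 2 out, was set before its result was seen, but no gene was without signal in all its probes, so the set was changed to 153 such probes, of 59 genes with 2 or more each, and the test stays open: probes of one gene had an intraclass correlation of 0.071 (95% bootstrap interval -0.07 to 0.20) in replicate 1 and 0.17 (-0.02 to 0.34) in replicate 3, where DNA would give under 0.15 and transcripts 0.3 or more. Only 25.5% of these probes had signal in wild type of replicate 1, against 100% in HPR2 of replicate 3, so the low value of replicate 1 is also what noise gives and decides nothing. No biological explanation, such as insertion sequence transcripts that differed between cultures, was tested.

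The real naming of the cultures gave 5 genes past 1.5 or -1.5. Of the 4 ways of naming which culture of each pair was HPR2, 2, the real one included, gave as many or more, the highest other 7 with replicate 3 turned, and 4 are too few for a share under 0.05.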

How the results depend on the processing

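The sign turns, the signal level correction and the centring on control probes were chosen after seeing the data. BL1404, BL0931 and BL0932 were higher in HPR2 under all 20 alternatives run, with mean log2 ratios of 1.23 to 4.01, 0.58 to 1.72 and 0.19 to 1.82; leaving out 1 replicate gave 2.86 to 4.01, 1.42 to 1.71 and 1.28 to 1.82. Each ratio is taken within an array of 1 HPR2 and 1 wild type culture, so the main test is already paired; the slide as a random block could not be fitted. Without background correction, the means of BL1404, BL0931 and BL0932 were 3.04, 1.54 and 1.40, against 3.05, 1.54 and 1.39 in the deposited log2 ratios. In both, 2 genes were above 1.5 and 0 below -1.5. The cause of the other shifts below was not tested.

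Adjusted p in limma ranged from 3.7e-15 to 1.00 for BL1404, 4.5e-03 to 1.00 for BL0931 and 9.9e-03 to 1.00 for BL0932. BL1404 passed 0.05 with a dye term (3.77), signal in both channels (2.96), an intensity trend with robust eBayes (3.46), centring on control probes (3.54), and without replicate 2 or 3. With the dye term, with centring on control probes and without replicate 2, limma put all genes at one common variance (infinite prior degrees of freedom, against 3.60 in the main setting), which makes the p of large ratios small whatever a gene's own spread. Without replicate 2, HPR2 also carried Cy3 on both arrays left, so strain and dye cannot be told apart there. BL0931 and BL0932 passed with signal in both channels (1.57 and 1.45), the trend and robust eBayes (1.59 and 1.51) and centring on control probes (1.67 and 1.59). Genes past adjusted p 0.05 numbered 0 in the main setting, 13 with signal in both channels, 16 with the trend and robust eBayes, 1 with a dye term, 4 centred on control probes, and 0 to 1 leaving out 1 replicate.

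Genes past 1.5 or -1.5 numbered 5 in the main setting, 3 with plain background subtraction, 2 without background correction, 8 with median centring, 1 with the spot median, 2 with signal in both channels, 8 with a dye term, 2 in the deposited log2 ratios, 2 with replicate 1 turned, 7 with replicate 3 turned, and 1 to 12 leaving out 1 replicate. The higher and lower genes, 3 and 2 in the main setting, were 3 and 5 with median centring and 2 and 3 with scaling between arrays. With signal in both channels, BL0572 and BL0197 were not among the 608 genes kept, so they could not be counted there.

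Values near 0 changed sign. BL1266 was -0.34 with median centring, -0.11 with the mean of probes, -0.37 with replicate 3 turned, and -0.23 to 0.29 leaving out 1 replicate. BL0930 was -0.13 with median centring, -0.018 with the spot median, -0.37 with signal in both channels and -0.018 with replicate 1 turned; BL0933 was 0.047, 0.029 and 0.17 with median centring, the spot median and replicate 3 turned; BL1405 was 0.036 with replicate 3 turned. The median of the neighbours of BL0931 and BL0932 was -0.17 with signal in both channels, -0.018 with replicate 1 turned and -0.071 to 0.18 leaving out 1 replicate; that of BL1404's neighbours was 0.0012 with the spot median, 0.42 with replicate 3 turned and -0.30 to 0.16 leaving out 1 replicate. The median of the insertion sequence reading frames was 0.046 without background correction, 0.066 with median centring, 0.077 with scaling, 0.16 with signal in both channels, 0.027 in the deposited log2 ratios, 0.68 with replicate 1 turned, 0.038 centred on control probes, and -0.50 to 0.53 leaving out 1 replicate. Signal over background limits replicate 2 most, where 32.8% of gene probes had signal in HPR2.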

Differences from the paper's values

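For BL0931 the paper prints a 95% confidence interval of 1.6 to 1.7 around its value of 1.5, which lies outside that interval. The interval here was 1.01 to 2.17 around 1.59. None of the 16 alternatives set before the data were examined brought the lower bound within the paper's, and none gave an upper bound as low as the paper's. The gap of the upper bound from the paper's was within the SD of the 3 arrays with the spot median (2.39) and with signal in both channels (2.01), and larger than it under the other 14. In the deposited log2 ratios the mean of BL0931 was 1.54, with an interval of 1.05 to 2.02 from limma. The plain normal 95% interval of those ratios, from the standard error of the 3 arrays and chosen after seeing the values, gave 1.32 to 1.75 for BL0931, 2.26 to 3.84 for BL1404 and 0.88 to 1.90 for BL0932; the last 2 round to the paper's 2.3 to 3.8 and 0.9 to 1.9, and for BL0931 the upper bound, 1.7499, rounds to the paper's 1.7 while the lower does not round to its 1.6.

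The paper states that genes other than BL1404 and BL0931 stayed below its threshold. Here BL0932, at 1.51, was also above 1.5, so that 3 genes were, against the paper's 2, and 2 genes were below -1.5. In the deposited log2 ratios 2 genes were above 1.5, BL1404 and BL0931, and 0 below -1.5; plain background subtraction, no background correction, scaling between arrays and signal in both channels also gave 2 above 1.5, as did removing the trend with signal level, an alternative chosen after seeing the values that dropped neither of the paper's 2 genes.

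The paper describes the remaining genes as not significant and states neither a p threshold nor an adjustment. Here limma gave 0 genes at an adjusted p of 0.05 and 67 at an unadjusted p under 0.05, with BL1404 and BL0931 ranking 1 and 2 (439 and 694 with the sign of replicate 3 turned, 1000 and 991 with that of replicate 1 turned); the deposited log2 ratios gave 0 and 63, with a lowest adjusted p of 0.43. Turning 1 array costs rank for genes with one sign on all 3 arrays, so the turned ranks test neither gene. BL1404 passed the adjusted threshold with a dye term, with signal in both channels, with an intensity trend and robust eBayes, without replicate 2 and without replicate 3, and BL0931 with signal in both channels and with the trend and robust eBayes. With centring on control probes, an alternative chosen after seeing the values, both passed and neither of the paper's called genes was dropped.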

Other observations

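Among the 10 lowest mean log2 ratios with the same sign on all 3 arrays, 3 pairs were adjacent locus tags, against a mean of 0.049 pairs when ratios were shuffled over genes. Over 1480 adjacent pairs of locus tags, the mean log2 ratios correlated with r = 0.30, and with r = 0.29 without the genes the paper names, against 0.10 at most in 1000 shuffles. A test set before its result was seen took the difference between replicates 1 and 3, which leaves out what both share between strains: it correlated between adjacent tags with r = 0.48, above the r of the mean ratio (95% bootstrap interval of the difference -0.28 to -0.09). Adjacent genes thus shared the difference between replicates 1 and 3, which run against each other over all genes, more closely than the mean ratio. Deviations of replicate 2 were not tested in this way. The test covers all adjacent pairs and was not made on the 3 pairs among the lowest ratios, whose cause stays open.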
